A study of Mus musculus with 18 samples. Its data were reported in "Altered thymic differentiation and modulation of arthritis by invariant NKT cells expressing mutant ZAP70" (2018).

How the data were processed

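The series holds RNA-seq of NKT1, NKT2 and NKT17 cells from the thymus of WT (BALB/c) and SKG mice. The study separated the subsets by flow cytometry on CD1d tetramer binding, CD49a, ICOS, Sdc-1, CD4 and TCR beta. Libraries were made from poly-A RNA by a full-length cDNA method of the Smart-seq2 kind with Tn5 tagmentation, and were sequenced as short single-end reads. The counts were deposited as whole numbers of reads per gene symbol, made by the authors with htseq-count in union mode after alignment to the mouse genome with TopHat. Before this, per the authors, reads of tRNA, rRNA, adapters and spike-ins were removed, and low-complexity reads were removed after alignment. No normalisation had been applied to the deposited counts. The annotation and the strand setting used in counting were not stated, so a gene that overlaps another on the opposite strand may hold reads of its neighbour. The reads themselves were not used here.

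Each of the 18 listed libraries was joined to its column by the title of its sample, and its group was taken from the labels. The table has 2 columns of no listed sample, and they were used in no step. Gene coordinates come from the GENCODE M1 annotation on build NCBIM37, joined by gene symbol, and symbols with no unique position were given no coordinate. Libraries of one group differed by more than sampling noise, are listed as separate samples and were kept as replicates, 3 in each of 6 groups. The depth was 4391029 to 8895917 counts per library. The reads have no molecular identifiers, so PCR copies are counted as reads, and floors drawn from counts cover counting error only.

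Genes were kept with edgeR's filterByExpr by group, which left 11118 of the 15582 genes with a count. Counts were scaled by TMM (factors 0.928 to 1.07), and edgeR 4.0.16 fitted a robust quasi-likelihood negative binomial model to the 6 groups, with 12 residual degrees of freedom and a common biological coefficient of variation of 21.1%. All tests were two-sided, except the test of neighbouring genes against random draws, which was one-sided. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, adjusted over all tested genes of a comparison, with a fold change of at least 1.5, which are the study's thresholds. The contrasts were SKG against WT in each subset, each pair of subsets within a genotype, and the difference of the SKG effect between each pair of subsets. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of the F statistic. Where all libraries of a group had at most 3 counts of a gene, the fold was computed against 3 counts at the depth of that group's libraries and printed as a lower bound. The same pipeline was tested on simulated data with 200 changed genes, of which it called 161 (80.5%), with 14 unchanged genes called in that comparison and 0 in a comparison without change. DESeq2 called 164 of the same 200 genes and 22 unchanged ones.

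Genes named in the text were chosen by a rule fixed before the data were examined. For each comparison of SKG with WT and of WT subsets, these are the 3 largest rises and the 3 largest falls among called genes with a mean of at least 50 counts in the higher group, whose libraries lie wholly above or below those of the other group. For differences of the SKG effect, the 3 smallest adjusted p-values were taken. Of the genes that these rules and the lists below select, 3 are not reported here and are left out of the counts of results for named genes. Lists written before the data were examined were added: Zap70; 6 markers each of NKT1, NKT2 and NKT17; 14 NK receptors and 8 inhibitory genes from the study; 11 and 7 genes that the study names as enriched in NKT1, and in NKT2 or NKT17; 96 genes of TCR signalling; genes of B cells, myeloid cells, double-positive thymocytes and red cells; sex-linked genes; proliferation genes; and immediate-early genes. For each list the calls were also adjusted over the list alone, with the same fold-change minimum. Gene sets were tested with camera in limma 3.58.1 on voom values at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 8 tests and a threshold of 0.05. Medians and numbers of genes higher or lower in a set are those of the voom values, and the direction of a set test is the one the tool gives, which can differ from them.

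Principal components were computed on log2 CPM with a prior count of 2, scaled per gene. Overlaps of calls were tested by Fisher's exact test across genes, two-sided.

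The alternatives fixed before the data were examined were DESeq2 1.42.0 with its own size factors, RLE and upper-quartile scaling, no filter on low counts, a mean of at least 50 counts, an adjusted p under 0.05, no fold-change minimum, a fit of only the libraries compared, a replicate block given by a token in the sample titles, and each library left out in turn. For sets they were fry, an estimated correlation, pre-ranked enrichment with fgsea 1.28.0, other scaling and filters, the block, and the list without the genes the study names. For principal components they were unscaled genes, the 500 most variable genes, a prior count of 0.5 and RLE. Alternatives added after seeing the data were DESeq2 with shrunken fold changes, DESeq2 with only the libraries compared, a term for Xist, a block of the token within genotype, and counts without genes on X and Y.

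The titles hold 4 tokens, 3 in each genotype and 2 in both. Libraries with the same token were checked for shared residuals. Of 9 comparisons, NKT17 against NKT2 in WT was the one where every same-token pair had a correlation across genes above 0.1 (0.219 to 0.351), and genes are not independent replicates. With the token as a block that comparison called 2320 genes, against 2223 without it. For SKG against WT the block is a weaker check, since the tokens not shared lie in a single genotype each. It compares the genotypes in large part within the 2 shared tokens. For the token of WT replicate 3 and SKG replicate 2, the WT libraries had more Y-linked and the SKG libraries more Xist counts. What the token stands for was not stated. Per the paper, the WT and SKG mice compared were bred separately after a cross to BALB/cJ, and litters were not analysed here. R 4.3.3 and Python 3.11.15 with matplotlib 3.10.9 were used.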

Results

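Gene expression was measured by RNA-seq in invariant natural killer T (iNKT) cells sorted from the thymus of WT and SKG mice, both on the BALB/c background. iNKT cells are T lymphocytes whose T cell receptor (TCR) recognises lipids presented by CD1d. SKG mice carry a point mutation in Zap70, the gene of a tyrosine kinase that relays signals from the TCR, and the mutant protein signals weakly. The subsets NKT1, NKT2 and NKT17, which differ in their signature transcription factors and cytokines, were sorted separately, giving 6 groups of 3 libraries (18 libraries). The total count over genes per library ranged from 5481321 to 8895917 in WT NKT1, 4938755 to 6027514 in SKG NKT1, 4784160 to 6011808 in WT NKT2, 4391029 to 6018709 in SKG NKT2, 5054560 to 6803776 in WT NKT17 and 5242507 to 7055288 in SKG NKT17. Between 11657 and 13071 genes had at least 1 count in a library, and the 10 most counted genes took 3.86% to 6.05% of its counts. Libraries of one group differed by more than sampling noise, with a chi-square per degree of freedom of 5.54 to 25.05 and a Pearson correlation across genes of 0.954 to 0.984, and as the labels list them as separate samples, each was kept as a replicate. Repeat libraries of one sample were not used here, so their spread is not known. Of the 15582 genes with a count in any library, 11118 were tested. Levels are given as CPM, the counts of a gene scaled to a common library total after TMM normalisation, as mean ± SD with n = 3 throughout. A gene was called different when edgeR's quasi-likelihood test gave a Benjamini-Hochberg adjusted p under 0.1 and the fold change was at least 1.5, and every edgeR adjusted p below comes from that test. Where every library of a group had at most 3 counts of a gene, the fold is given as a lower bound computed against that floor, and such floors cover counting error only, since the reads carried no molecular identifiers. Coordinates are on build NCBIM37 (mm9) and span the annotated gene, exons and introns included.

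The mutated gene itself was examined first. Zap70 (chromosome 1, 36818695 to 36839663) was transcribed in all 18 libraries. In NKT1 cells it was at 477 ± 54.0 CPM in SKG and 563 ± 44.9 CPM in WT, a log2 fold change of -0.24 (SE 0.11) that did not pass the test (edgeR adjusted p 0.360). In NKT2 cells the levels were 397 ± 38.0 CPM in SKG and 520 ± 47.9 CPM in WT (log2 fold change -0.39, SE 0.12, edgeR adjusted p 0.0378), and the WT and SKG libraries did not overlap, which chance gives for 10% of genes, but the change was smaller than 1.5-fold. In NKT17 cells the levels were 527 ± 64.3 CPM in SKG and 789 ± 68.5 CPM in WT (log2 fold change -0.58, SE 0.12, edgeR adjusted p 0.00174), which fell just short of the 1.5-fold minimum. Of 17 alternatives, 9 placed the gene past both thresholds, with log2 fold changes from -0.69 to -0.48 and adjusted p-values from 3.78e-05 to 0.0155 over all 17. Differences of the SKG effect on Zap70 between subsets did not pass (edgeR adjusted p 0.765, 0.324 and 0.773). The mutation itself cannot be seen in counts per gene.

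Principal component analysis of the scaled log2 CPM of 11118 genes addressed how the groups relate to each other. PC1 held 22.4% and PC2 18.9% of the variance, PC1 parted the NKT1 libraries (scores of -76.4 to -61.4) from those of the other subsets (18.8 to 51.9), and PC2 parted NKT2 (-68.8 to -22.7) from NKT17 (33.1 to 76.2). The distance between the WT and SKG centroids, divided by the mean distance between libraries of one group, was 1.52 ± 0.694 in NKT1, 6.07 ± 0.480 in NKT2 and 4.96 ± 0.857 in NKT17 (SD over the 9 WT and SKG library pairs of a subset). Restricting the analysis to the 500 most variable genes moved the NKT2 distance most, to 3.18. Leaving out SKG NKT17 replicate 3 moved the NKT17 distance to 3.28. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1, so no test was made of these distances.

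**Figure D1:**
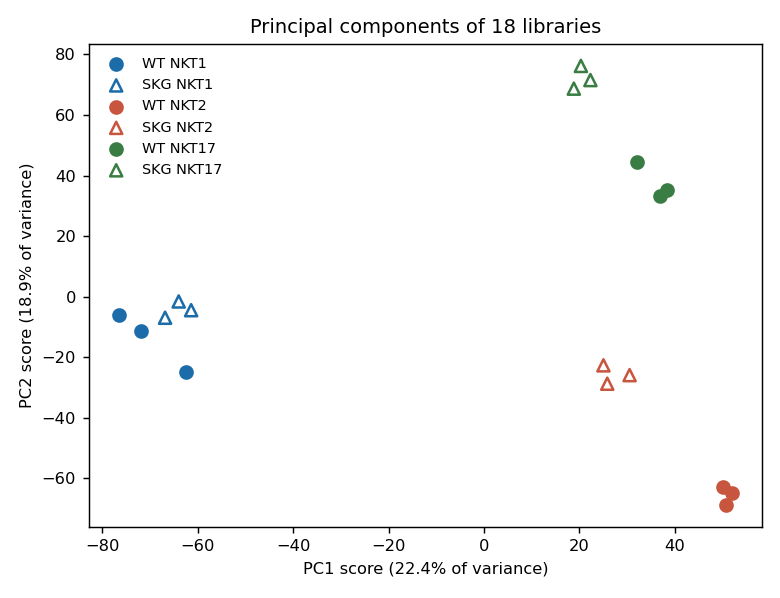
Scores of the 18 libraries on PC1 (horizontal axis, 22.4% of variance) and PC2 (vertical axis, 18.9% of variance), 1 point per library, filled circles for WT and open triangles for SKG, coloured by subset. The WT and SKG libraries of NKT1 lie closest together, at 1.52 times the mean within-group distance, against 6.07 in NKT2 and 4.96 in NKT17.

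The subsets were next compared within WT thymus to ask which genes set them apart. Between NKT1 and NKT2, 3054 genes were called, 1526 higher and 1528 lower in NKT1. Between NKT1 and NKT17, 2748 genes were called, 1243 higher and 1505 lower in NKT1, and between NKT17 and NKT2, 2223 genes, 1226 higher and 997 lower in NKT17. The balance depended on the scaling, since 49.97%, 45.2% and 55.2% of these calls were higher in the subset named first, but 40.9%, 41.6% and 49.5% under upper-quartile scaling (3135, 2767 and 2261 genes). The alternative that moved the counts most was the absence of a fold-change minimum, which gave 4317, 3707 and 3117 genes. The sorted subsets carried the transcripts by which they are usually named. Of these markers, Itga1 (CD49a), Icos, Cd4 and Sdc1 encode proteins that the study sorted on. Their levels across subsets are thus partly given by the sort. All 6 NKT1 markers were called higher in NKT1 than in NKT2 and than in NKT17, and 6 and 6 were called when adjusted over the list alone. Tbx21 (chromosome 11, 96959385 to 96976645) was at 548 ± 24.6 CPM in NKT1, 28.2 ± 14.3 CPM in NKT2 and 0.825 ± 0.553 CPM in NKT17, with a log2 fold change of 4.29 (SE 0.42, edgeR adjusted p 3.80e-06) between NKT1 and NKT2. All 6 NKT17 markers were called higher in NKT17 than in both other subsets, again 6 of 6 when adjusted over the list alone. Of the 6 NKT2 markers, 5 were called lower in NKT1 than in NKT2, and 5 when adjusted over the list alone. Zbtb16 (chromosome 9, 48462416 to 48644050), which encodes PLZF, was at 194 CPM in NKT2 (individual libraries 173 to 226 CPM) and 36.7 ± 6.78 CPM in NKT1 (log2 fold change -2.41 in NKT1, SE 0.21, edgeR adjusted p 1.08e-08). Gata3 did not differ between them (log2 fold change -0.01). Zbtb16, Gata3 and Icos were not called between NKT17 and NKT2, where 3 of the 6 NKT2 markers were called, and 3 when adjusted over the list alone.

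**Figure D2:**
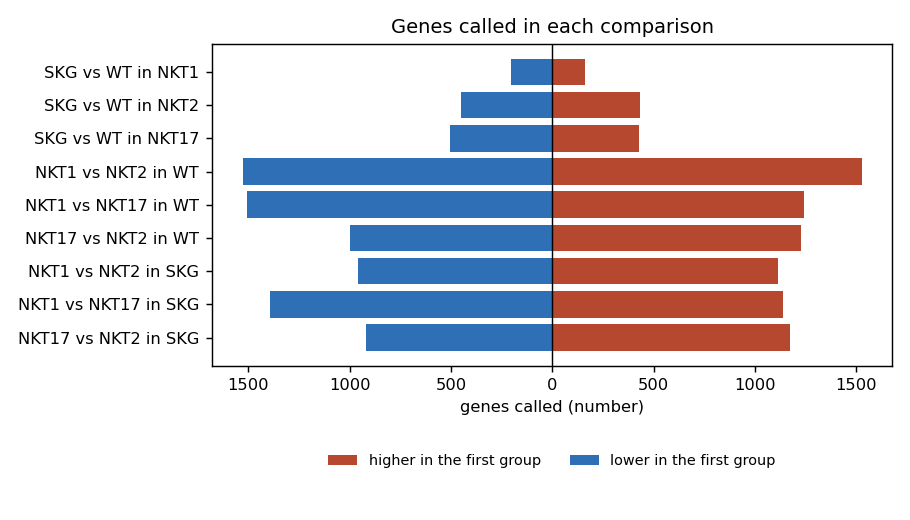
Number of genes called in each of the 9 comparisons of 2 groups (horizontal axis, number of genes), with bars to the right for genes higher and to the left for genes lower in the group named first. The counts of SKG against WT run from 364 in NKT1 to 931 in NKT17, and those between subsets from 2074 to 3054.

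The genes with the largest differences between WT subsets were at or near the floor in one of them. Against NKT2, NKT1 cells had 134 ± 48.2 CPM of Ncr1 (chromosome 7, 4289326 to 4296766), which had no count in the NKT2 libraries, at least 218-fold more Klre1 (chromosome 6, 129527911 to 129535842) and at least 122-fold more Gas7 (chromosome 11, 67268939 to 67502492). They had at least 74.0-fold less 4930452B06Rik, at least 47.4-fold less Arhgap24 and at least 40.5-fold less Pcsk1. Against NKT17, NKT1 cells had at least 330-fold more Kcnj8, at least 233-fold more Klre1 and at least 169-fold more Cd244, and at least 929-fold less Il23r (chromosome 6, 67372926 to 67441849), at least 167-fold less Cpe and at least 142-fold less Gm15987. Gm15987 lies beside the Klrb1 genes on chromosome 6 (128901222 to 128925047), and as the strand setting of the counting is not known here, its value is uncertain. NKT17 cells had at least 229-fold more Kcnk1, at least 138-fold more Dkk3 and at least 93.2-fold more Lingo4 than NKT2 cells, and at least 56.8-fold less Klra5 and at least 20.4-fold less Homer2. 4930452B06Rik was also lower in NKT17 than in NKT2 (0.522 ± 0.904 against 36.2 ± 8.14 CPM, log2 fold change -6.10, SE 0.80, edgeR adjusted p 1.06e-05).

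Genes of TCR signalling were compared between WT subsets because the study asked whether the subsets differ in that machinery. The 11 genes that the study's text names as enriched in NKT1 cells were all higher in NKT1 than in NKT2, and 11 were called over all genes and 11 when adjusted over the list alone. Against NKT17, 11 were higher and 9 were called, and 9 when adjusted over the list alone. Malt1 (chromosome 18, 65590617 to 65638477) was at 147 ± 5.71 CPM in NKT1, 24.4 ± 0.859 CPM in NKT2 and 15.4 ± 4.39 CPM in NKT17 (log2 fold change 2.59 against NKT2, SE 0.22, edgeR adjusted p 3.48e-09). The call of Pag1 against NKT2 depended on 1 library, since its log2 fold change of 0.79 became 0.53, under the fold-change minimum, without WT NKT1 replicate 1. Of the 7 genes named as enriched in NKT2 or NKT17 cells, 7 were lower in NKT1 than in NKT2, with 4 called and 4 when adjusted over the list alone, and 4 were lower in NKT1 than in NKT17, with 3 called and 3 when adjusted over the list alone. Pdcd1 (chromosome 1, 95934884 to 95949130) was at 127 ± 11.1 CPM in NKT1, 584 ± 78.2 CPM in NKT2 and 829 ± 163 CPM in NKT17 (log2 fold change -2.20 against NKT2, SE 0.23, edgeR adjusted p 1.31e-06). The call of Egr2 between NKT1 and NKT2 (log2 fold change -0.94, edgeR adjusted p 0.0425) was lost without WT NKT1 replicate 1 (edgeR adjusted p 0.107) and without WT NKT2 replicate 1 (edgeR adjusted p 0.136), within 0.000286 to 0.136 over its 18 alternatives. Leaving out 1 library added 2 calls by the fold-change minimum, of Nfatc1 against NKT2 (log2 fold change -0.59 without WT NKT1 replicate 2) and of Nfkbib against NKT17 (0.60 without WT NKT17 replicate 2). Egr1 was not called, but it was in 5 of 18 alternatives against NKT2 (adjusted p-values from 0.00443 to 0.477 over all 18) and in 4 of 18 against NKT17 (0.00188 to 0.490), the replicate block among them both times (edgeR adjusted p 0.0570 and 0.0328). The study does not state whether it chose these genes on the same libraries. As it may have, the counts adjusted over the list alone are not taken as independent evidence. A list of 96 TCR signalling genes written before the data were examined, of which 20 are also named by the study, was tested as a set with camera at a preset correlation of 0.01, adjusted over 8 set tests. Of its 95 tested genes, 62 were higher in NKT1 than in NKT2 (median log2 fold change 0.23, camera adjusted p 0.00870) and 58 higher in NKT1 than in NKT17 (median 0.16, camera adjusted p 0.0157). These tests share the WT NKT1 libraries. Without the 20 genes that the study names, the other 75 did not pass against NKT2 (49 higher, median 0.18, camera adjusted p 0.0925) or against NKT17 (42 higher, median 0.06, camera adjusted p 0.308). These were the largest adjusted p-values among 13 alternatives, of which the smallest was 3.33e-05 in both comparisons. Neither set result thus held without the genes that the study names. A smaller list also gives a weaker test, and the removal of as many other genes was not tested. Between NKT17 and NKT2, 60 genes were higher (median 0.15), and the test did not pass (camera adjusted p 0.885), although pre-ranked enrichment did (fgsea adjusted p 0.0356, within 0.0356 to 0.994 over 13 alternatives). Over all genes tested, 26 genes of this list were called higher and 10 lower in NKT1 than in NKT2, and 37 when adjusted over the list alone. For NKT1 against NKT17 these counts were 19, 8 and 27, and for NKT17 against NKT2 they were 8, 15 and 23. The 5 set tests under 0.05 with camera, here and in the SKG comparisons, were also the 5 under 0.05 with fry and with camera at an estimated correlation, and pre-ranked enrichment added the sixth given above.

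SKG and WT cells were then compared within each subset, to ask what the weakened kinase changes in cells of the same sorted phenotype. In NKT1 cells 364 genes were called, 162 higher and 202 lower in SKG. The alternative that moved this count most was a fit of only the 6 libraries compared, which called 207 genes, 182 of them shared. In that fit 37.7% of the calls were higher, against 44.5% with all libraries and 52.0% without WT NKT1 replicate 3. Themis (chromosome 10, 28388166 to 28603624) was at 19.3 ± 3.55 CPM in SKG and at least 39.4-fold higher than in WT. Aqp9 (chromosome 9, 70958466 to 71016489) was at 124 ± 40.3 CPM in SKG and 14.1 ± 9.26 CPM in WT (log2 fold change 3.10, SE 0.45, edgeR adjusted p 0.00148). Nrp2 (chromosome 1, 62749859 to 62865269) was at 22.4 ± 9.25 and 3.88 ± 3.09 CPM (log2 fold change 2.53, SE 0.59, edgeR adjusted p 0.0196), and this call was lost without SKG NKT1 replicate 2 (edgeR adjusted p 0.109, within 9.51e-05 to 0.109 over 16 alternatives). Gm156 (chromosome 6, 129716586 to 129734288) was at 15.8 ± 5.48 CPM in WT and at least 27.9-fold lower in SKG. Klra7 (chromosome 6, 130168623 to 130183340) was at 11.1 ± 0.779 CPM in SKG and 188 ± 59.8 CPM in WT (log2 fold change -4.08, SE 0.33, edgeR adjusted p 7.81e-07). None of the 6 NKT1 markers was called, with 2 at an unadjusted p under 0.05, and 1 of them, Klrd1 (log2 fold change -0.73), was called when adjusted over the list alone. Il4 was higher in SKG (47.5 ± 8.47 against 15.3 ± 9.04 CPM, log2 fold change 1.65, SE 0.32, edgeR adjusted p 0.00614), the 1 NKT2 marker called in NKT1 cells. The TCR signalling list did not pass as a set (54 of 95 genes lower, median log2 fold change -0.05, camera adjusted p 0.215).

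The study displays 14 natural killer (NK) receptors and names 8 inhibitory genes as lower in SKG NKT1 cells, so both lists were drawn from these libraries. All 14 receptors had lower means in SKG, 12 were called and 13 when adjusted over the list alone. As a set they passed camera (median log2 fold change -1.76, camera adjusted p 1.44e-42). Klra1 (chromosome 6, 130313936 to 130336892) was at 57.0 ± 8.02 CPM in SKG and 394 ± 43.97 CPM in WT (log2 fold change -2.79, SE 0.38, edgeR adjusted p 0.000862), and Ncr1 was at 31.0 ± 8.67 and 134 ± 48.2 CPM (log2 fold change -2.11, SE 0.28, edgeR adjusted p 0.000398). Klrk1, at 616 ± 87.2 and 830 ± 144 CPM (log2 fold change -0.43, SE 0.29, edgeR adjusted p 0.592), and Klrd1, at 358 ± 26.5 and 594 ± 114 CPM (log2 fold change -0.73, SE 0.31, edgeR adjusted p 0.301), were not called, although Klrd1 was in 3 of 17 alternatives, each of only the 6 libraries compared (adjusted p-values from 0.000160 to 0.546 over all 17). The call of Klra10 (log2 fold change -1.34, edgeR adjusted p 0.0374) was lost in 4 of the 17 alternatives, each without 1 library, with adjusted p-values up to 0.167 without SKG NKT1 replicate 2 and down to 1.78e-05 over all of them. That of Klrc3 was lost with the replicate block (edgeR adjusted p 0.116, within 3.79e-07 to 0.116 over 17 alternatives). The Klra genes form a multigene family, and whether the counting split reads between its members was not tested, so the values of single Klra genes, and of Gm156 in the same region, are uncertain. All 8 inhibitory genes had lower means in SKG, 5 were called and 7 when adjusted over the list alone (set median -1.86, camera adjusted p 1.02e-15). In NKT2 cells, 7 of the receptors were called lower and 1 higher (9 when adjusted over the list alone), and in NKT17 cells 2 were called higher (2 when adjusted over the list alone). Except for Klrb1f in NKT17 cells, levels there were lower than in NKT1 cells. The highest mean in WT NKT2 cells was 28.8 CPM (Klra5), against 758 CPM in WT NKT1 cells. In NKT17 cells Klrk1 was at 17.7 CPM in SKG and 2.29 CPM in WT, and Klrd1 at 2.28 and 0.195 CPM. Of the inhibitory genes, 2 were called lower in NKT2 cells (when adjusted over the list alone, 3 were called, 2 lower and 1 higher), and 4 were called lower and 1 higher in NKT17 cells (5 when adjusted over the list alone). The 1 higher, Tigit, had no count in WT and at most 7 in an SKG library, and its call was lost in 8 of 14 alternatives (adjusted p-values from 0.0303 to 0.349), 5 of them without 1 library (any but SKG NKT17 replicate 3). That of Cd160, lower in SKG, was lost in 7 of 17 (0.000171 to 0.240), 5 of them without 1 library (any but WT NKT17 replicate 1). In NKT2 cells Socs3 was called higher in 7 of 17 alternatives (adjusted p-values from 0.0177 to 0.285), DESeq2 and the replicate block among them. Cd5 was called lower in NKT2 cells in 2 of 17 (0.00187 to 0.405), with the replicate block and without SKG NKT2 replicate 3. The study chose both lists on these libraries, so neither the counts adjusted over the list alone nor the set tests are independent evidence. Pdcd1 was at 17.1 ± 8.61 CPM in SKG and 127 ± 11.1 CPM in WT (log2 fold change -2.88, SE 0.25, edgeR adjusted p 7.79e-06). Spry2 (chromosome 14, 106291166 to 106296036) was at 78.1 ± 20.01 and 472 ± 128 CPM (log2 fold change -2.59, SE 0.30, edgeR adjusted p 0.000124). Lat2 was at 5.56 ± 1.31 and 37.8 ± 20.2 CPM (log2 fold change -2.76, SE 0.50, edgeR adjusted p 0.00243). Tigit was at 8.54 ± 3.89 and 41.0 ± 7.65 CPM (log2 fold change -2.26, edgeR adjusted p 0.0198), a call lost without SKG NKT1 replicate 2 (edgeR adjusted p 0.110, within 4.08e-08 to 0.110 over 17 alternatives). Socs3 was called (log2 fold change -1.38, edgeR adjusted p 0.0193) although its WT and SKG libraries overlapped, and it was not called in the fit of only the 6 libraries (edgeR adjusted p 0.15, the largest of its 17 alternatives, of which the smallest was 3.59e-05). Cd160, Cd5 and Tnfaip3 were not called, with log2 fold changes of -0.85, -0.51 and -1.08 (edgeR adjusted p 0.256, 0.158 and 0.425). They were called in 5, 2 and 3 of 17 alternatives, with adjusted p-values from 0.000175 to 0.521, 0.00351 to 0.494 and 0.00684 to 0.718. Among these were DESeq2 for Cd160 (DESeq2 adjusted p 0.0969), the replicate block for Cd5 and Tnfaip3 (edgeR adjusted p 0.00351 and 0.0743), and for Cd5 the fit without SKG NKT1 replicate 3 (edgeR adjusted p 0.0252).

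**Figure D3:**
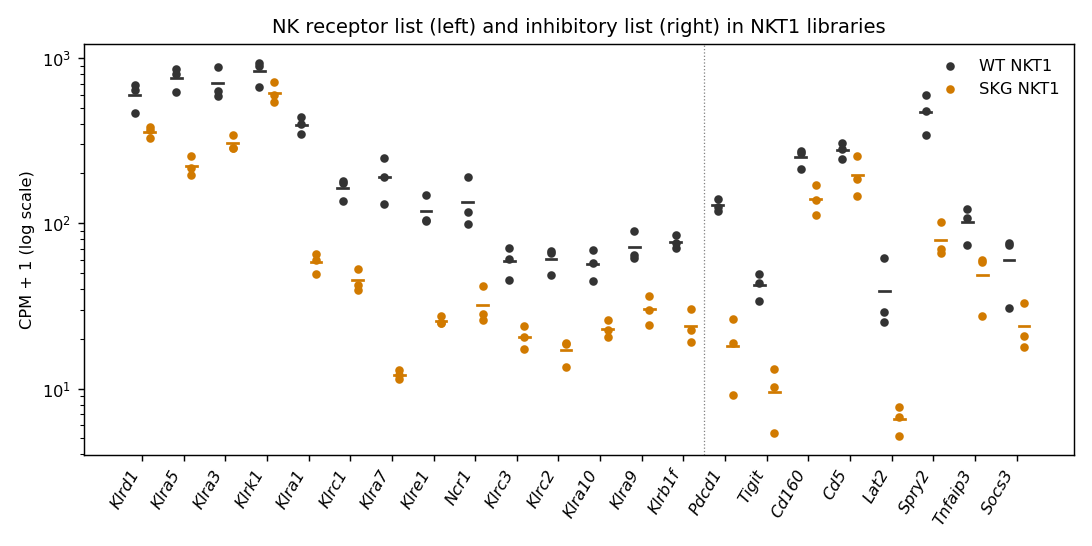
Normalised counts per library in WT (dark) and SKG (orange) NKT1 cells for the 14 NK receptors (left of the dotted line) and the 8 inhibitory genes (right), 1 point per library with a line at the mean (vertical axis, CPM + 1 on a log scale). The SKG mean lies under the WT mean for each of the genes drawn, by a log2 fold change of -4.08 for Klra7 and -0.43 for Klrk1.

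In NKT2 cells 884 genes were called between SKG and WT, 434 higher and 450 lower in SKG. The balance depended on the fit. With the replicate block 1044 genes were called, 756 of them shared, and 57.2% were higher, against 49.1% without it. That block compares the genotypes in large part within the title tokens they share. Dtx1 (chromosome 5, 121130211 to 121161936) was at 23.3 ± 2.31 CPM in SKG and at least 43.1-fold higher than in WT. Il2ra (chromosome 2, 11564419 to 11614818) was at 25.6 ± 11.2 and 1.14 ± 1.16 CPM (log2 fold change 4.42, SE 0.43, edgeR adjusted p 1.10e-06). Arhgap24 (chromosome 5, 102910410 to 103326955) was at least 40.2-fold and Gfra4 (chromosome 2, 130865368 to 130868824) at least 21.8-fold lower in SKG. Trf fell from 326 ± 74.1 CPM in WT to 5.76 ± 0.620 CPM in SKG (log2 fold change -5.82, SE 0.39, edgeR adjusted p 2.87e-07), and no unique position was assigned to that symbol here. Of the NKT2 markers, Gata3 (log2 fold change -0.64, edgeR adjusted p 0.00208) and Icos (log2 fold change -0.59, edgeR adjusted p 0.00493) were called lower, and Zbtb16 did not differ (193 ± 37.9 CPM in SKG and 194 CPM in WT, log2 fold change -0.01, edgeR adjusted p 0.991). The count of called NKT2 markers rose from 2 to 5 when adjusted over the list alone, 4 lower and 1 higher in SKG. The 1 higher was Ccr7 (413 ± 16.3 CPM in SKG and 262 ± 6.35 CPM in WT). Pdcd1 was lower in SKG (92.1 ± 7.50 against 584 ± 78.2 CPM, log2 fold change -2.66, SE 0.24, edgeR adjusted p 1.15e-06). As a set, the TCR signalling list was higher in SKG NKT2 cells (66 of 95 genes higher, median log2 fold change 0.22, camera adjusted p 0.00416), with 9 genes called higher and 5 lower over all genes and 20 called when adjusted over the list alone. It passed under all 13 alternatives (adjusted p-values from 5.36e-05, the smallest that the permutations of pre-ranked enrichment gave, to 0.0151), among them the list without the genes that the study names (54 of 75 genes higher, camera adjusted p 0.000659).

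In NKT17 cells 931 genes were called between SKG and WT, 426 of them higher in SKG and the others lower. Over the alternatives the share higher ran from 42.3% with no fold-change minimum to 51.1% without WT NKT17 replicate 3. Ccr6 (chromosome 17, 8429077 to 8449992), which encodes a chemokine receptor and was on the list of NKT17 markers, was at 592 ± 26.4 CPM in SKG and 12.0 ± 7.57 CPM in WT (log2 fold change 5.62, SE 0.47, edgeR adjusted p 5.32e-06). Fgl2 (chromosome 5, 20878460 to 20884192) was at 21.6 ± 17.7 and 0.868 ± 0.502 CPM (log2 fold change 4.61, SE 0.93, edgeR adjusted p 0.00765) and Cd2 (chromosome 3, 101079822 to 101091862) at 81.7 ± 12.5 and 4.73 ± 4.22 CPM (log2 fold change 4.11, SE 0.40, edgeR adjusted p 1.75e-05). Kcna1 (chromosome 6, 126586481 to 126595819) had no count in the 3 SKG libraries and was at least 37.2-fold lower than in WT, although DESeq2 did not call it (DESeq2 adjusted p 0.214, within 8.32e-19 to 0.214 over its 16 alternatives). Gfra4 fell from 87.0 ± 48.7 CPM in WT to 0.295 ± 0.361 CPM in SKG (log2 fold change -8.18, SE 0.86, edgeR adjusted p 8.22e-06), and Adam33 (chromosome 2, 130876327 to 130889550), its neighbour on chromosome 2, was at least 90.3-fold lower. Il17re and Sdc1 were not called, and Il23r (245 ± 7.69 against 454 ± 2.85 CPM, log2 fold change -0.89, SE 0.15, edgeR adjusted p 0.000314) and Il1r1 (233 ± 15.3 against 467 ± 36.3 CPM, edgeR adjusted p 0.0727) were called lower. With Ccr6 this made 3 of the 6 NKT17 markers called, and 3 when adjusted over the list alone. Cells of both genotypes were sorted on Sdc-1, so a like level of Sdc1 is partly given by the sort. Pdcd1 was at 79.5 ± 4.50 CPM in SKG and 829 ± 163 CPM in WT (log2 fold change -3.38, SE 0.24, edgeR adjusted p 1.30e-07). The TCR signalling list did not pass as a set (53 of 95 genes higher, median log2 fold change 0.05, camera's direction lower, camera adjusted p 0.885).

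Whether the SKG effect was shared between subsets was examined from the overlap of the calls, which rest on different libraries in each subset. Within a genotype, libraries with the same title token have mostly Xist or mostly Y-linked reads alike across subsets, so the same mice are not ruled out, whereas the numbers expected by chance take the subsets as independent. NKT1 and NKT2 shared 110 called genes, 92 of them with the same sign, where 28.9 would be expected by chance (Fisher's exact test across genes, two-sided, p 4.67e-37). NKT1 and NKT17 shared 116, of which 99 had the same sign (30.5 expected, exact p 2.28e-39), and NKT2 and NKT17 shared 354, of which 345 had the same sign (74.0 expected, exact p 2.22e-169). Genes are not independent replicates, so these p-values describe the lists. Leaving out 1 library at a time gave overlaps of 82 to 127, 83 to 127 and 270 to 338. In all 3 subsets 62 genes were called, 56 of them with the same sign (34 lower and 22 higher in SKG). Pdcd1 and Spry2 were among the 34, with log2 fold changes of -2.88, -2.66 and -3.38 for Pdcd1 and -2.59, -4.41 and -4.12 for Spry2 in NKT1, NKT2 and NKT17.

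Counts of calls do not show whether an effect differs between subsets, so the difference of the SKG effects was tested directly as an interaction. It passed the same thresholds for 430 genes between NKT2 and NKT1 (232 with the more positive effect in NKT2, 198 with the more negative), for 464 between NKT17 and NKT1 (228 and 236) and for 244 between NKT17 and NKT2 (127 and 117). The smallest of these counts, without 1 library, were 326, 296 and 157. The 296 was reached without SKG NKT17 replicate 3 and the 157 without SKG NKT17 replicate 1, both more than 1.5 times under the count from all libraries. Qpct (chromosome 17, 79451246 to 79489583) was at 327 ± 26.6 and 336 ± 29.2 CPM in WT and SKG NKT1, 17.5 ± 2.39 and 248 ± 35.9 CPM in NKT2, and 104 ± 11.8 and 307 ± 32.4 CPM in NKT17. Its effect was larger in NKT2 than in NKT1 by 3.78 on the log2 scale (SE 0.19, edgeR adjusted p 1.35e-11) and smaller in NKT17 than in NKT2 (difference -2.25, SE 0.19, edgeR adjusted p 2.00e-07). Fasl (chromosome 1, 163710820 to 163718626) and Cd96 (chromosome 16, 46035770 to 46120364) rose in SKG NKT2 but not NKT1 cells, with differences of 3.10 (SE 0.25, edgeR adjusted p 1.20e-07) and 1.88 (SE 0.16, edgeR adjusted p 1.20e-07). Between NKT17 and NKT1 the differences with the smallest adjusted p were those of Pim2 (2.10, SE 0.18, edgeR adjusted p 7.71e-07), Furin (3.06, SE 0.30, edgeR adjusted p 3.72e-06) and Gng2 (2.82, SE 0.29, edgeR adjusted p 5.74e-06). Furin fell in SKG NKT1 cells from 91.2 ± 1.59 to 20.8 ± 0.604 CPM, and was at 32.4 ± 12.8 and 61.8 ± 1.47 CPM in WT and SKG NKT17 cells. Ttc39c (chromosome 18, 12758435 to 12895559) moved in opposite directions, from 84.8 ± 7.58 CPM in WT to 16.8 ± 4.49 CPM in SKG NKT2 cells and from 7.44 ± 1.45 to 34.3 ± 2.58 CPM in NKT17 cells (difference 4.55, SE 0.27, edgeR adjusted p 6.74e-10). Dtx1 rose in SKG NKT2 cells, where WT was at the floor, and was at 47.2 ± 8.42 CPM in WT and 49.3 ± 1.14 CPM in SKG NKT17 cells (edgeR adjusted p of the difference 5.86e-07). For Ccr6 the difference was not resolved (edgeR adjusted p 0.777 against NKT1 and 0.637 against NKT2), because the gene was near the floor in the other subsets.

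**Figure D4:**
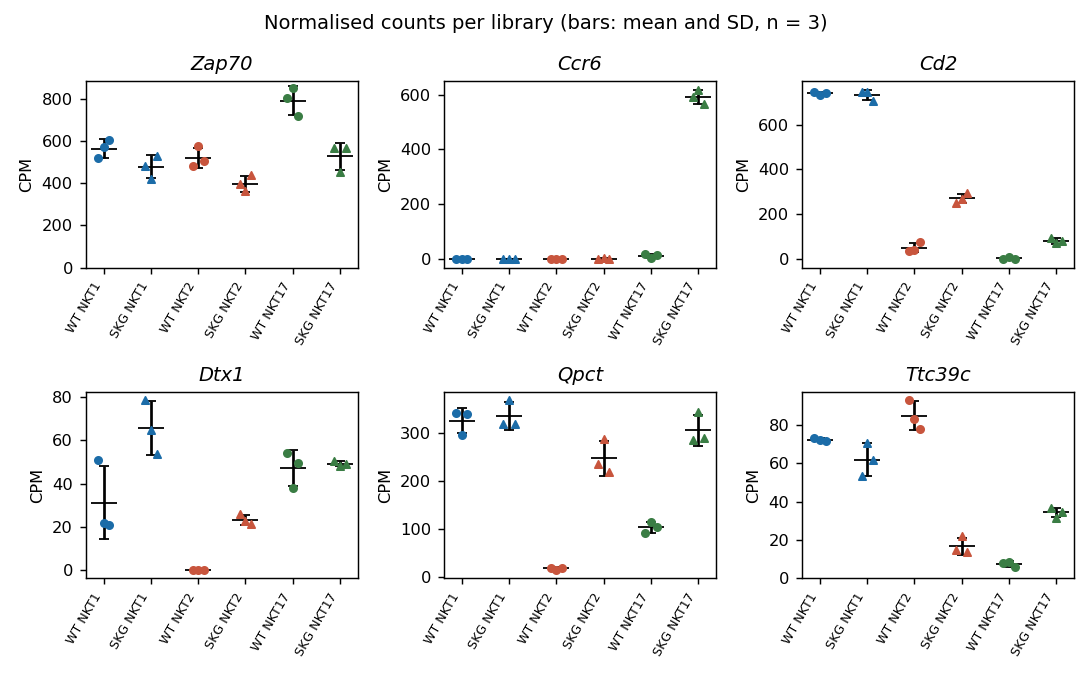
Normalised counts (vertical axes, CPM, from 0) of Zap70, Ccr6, Cd2, Dtx1, Qpct and Ttc39c in the 6 groups, 1 point per library (circles WT, triangles SKG), with bars at the mean and SD of n = 3. Ccr6 reached 592 CPM in SKG NKT17 cells against 12.0 CPM in WT NKT17 cells, and Ttc39c fell in SKG NKT2 cells but rose in SKG NKT17 cells.

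The subset comparisons were repeated within SKG thymus. NKT1 and NKT2 differed in 2074 genes (1115 higher and 959 lower in NKT1), NKT1 and NKT17 in 2533 (1139 and 1394) and NKT17 and NKT2 in 2090 (1171 and 919). These counts lie under the WT counts of 3054, 2748 and 2223, and the difference between the counts was not itself tested. Gene by gene, the change of a subset difference between genotypes is the same contrast as the difference of SKG effects. Genes of proliferation and immediate-early genes were compared between genotypes as well. The 10 proliferation genes were all lower in SKG NKT17 cells, with 6 called over all genes and 7 when adjusted over the list alone (median log2 fold change -1.30). In NKT2 cells 10 were lower and in NKT1 cells 7 were lower, with none called over all genes or when adjusted over the list alone, and with 1 and 2 of them at an unadjusted p under 0.05. None of the 9 tested immediate-early genes was called between SKG and WT in a subset, over all genes or when adjusted over the list alone, with 8, 8 and 7 of them higher in NKT1, NKT2 and NKT17 and 1 at an unadjusted p under 0.05 in each. None of the 5 sex-linked genes was called in a subset, over all genes or when adjusted over the list alone, and 0 were at an unadjusted p under 0.05. Of the genes of other cell types, 1 of B cells, 1 of myeloid cells and 2 of double-positive thymocytes were expressed enough to be tested, and none of red cells. Of these 4, 2 were called higher in SKG NKT17 cells, namely the B cell gene (log2 fold change 1.91, and 1 called when adjusted over the list alone) and 1 of the thymocyte genes (2 called when adjusted over the list alone). None was called in NKT1 cells over all genes, but when adjusted over the list alone the B cell gene was called higher (log2 fold change 1.44) and 1 thymocyte gene lower. None of the 4 was called in NKT2 cells either way, and 0 were at an unadjusted p under 0.05.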

Values the study reported

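Comparing NKT1 cells of SKG and WT mice, the paper counts 158 genes that changed by more than 1.5-fold, of which 101 were reduced in SKG cells. Its test was that of DESeq2, and its thresholds were an adjusted p-value of 0.1 and a fold change of 1.5.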

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

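The tests for GC content and gene length in the 3 differences between subsets, and the sorting of splits by kind, were chosen only after the results of this part were seen, and its other tests before.

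The SKG effect differed between subsets, by edgeR's interaction term, for 430 genes between NKT2 and NKT1, 464 between NKT17 and NKT1 and 244 between NKT17 and NKT2. Among named genes with no group at the floor, the effect was higher in NKT2 than in NKT1, on the log2 scale, for Il2ra (5.67), Qpct (3.78), Fasl (3.10), Klrb1f (2.65), Cd2 (2.40), Socs3 (2.27), Furin (2.20), Cd96 (1.88) and Pim2 (1.87), and lower for Nrp2 (-5.11), Trf (-4.54), Ttc39c (-2.11) and Spry2 (-1.81). It was higher in NKT17 than in NKT1 for Fgl2 (4.33), Cd2 (4.13), Klrk1 (3.46), Furin (3.06), Gng2 (2.82), Fasl (2.52), Ttc39c (2.44), Pim2 (2.10), Il2ra (1.89), Qpct (1.52), Klrb1f (1.495), Socs3 (1.45) and Cd96 (0.73), and lower for Trf (-2.81) and Cd5 (-0.91). Between NKT17 and NKT2 it was higher in NKT17 for Klrk1 (5.34), Ttc39c (4.55) and Gng2 (2.00), and lower for Il2ra (-3.79), Qpct (-2.25), Cd96 (-1.16) and Cd5 (-0.95).

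In 11 of these 46 gene results a group was at the floor, so that the fitted difference depends on the prior count and is no bound. These were Themis (-5.61), Dtx1 (4.88), Arhgap24 (-9.24) and Tigit (4.21) for NKT2 minus NKT1, Themis (-4.23), Klrd1 (4.03) and Tigit (6.95) for NKT17 minus NKT1, and Dtx1 (-5.88), Arhgap24 (3.95), Kcna1 (-10.17) and Klrd1 (4.71) for NKT17 minus NKT2. Reads shared between Klrd1, Klrk1, Klrb1f and their paralogs were not tested.

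Of 33 splits of the WT and SKG libraries within both subsets, drawn at random and with the real one included, 4 gave at least as many genes for NKT2 minus NKT1, 4 for NKT17 minus NKT1 and 3 for NKT17 minus NKT2. These shares do not set the 3 counts apart from regrouped libraries. The splits as large kept the real division of WT from SKG in at least 1 subset, and so held an SKG effect themselves. Those that kept it in neither subset, 27, 23 and 26 of the 33, gave at most 18 genes. Those that kept it in 1 subset gave up to 714, 628 and 404 genes, and exchanging WT and SKG in 1 subset, which adds the effects where the interaction subtracts them, gave 1160 and 1113 genes in the first and second comparison. The splits therefore argue against counts that arise with no SKG effect at all. They do not show how many of the 430, 464 and 244 genes have an effect in 1 subset alone. Such an effect is itself a difference of the SKG effect between subsets.

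Among technical explanations, a bias from GC content and gene length is argued against as the whole cause. After each library was corrected for both, 98.1%, 90.3% and 86.9% of the genes with a different effect were still called. GC content and length explained 0.396% to 3.61% of the variance in a library. The same holds for the calls of SKG against WT behind them, of which 96.2% remained in NKT1, 96.6% in NKT2 and 85.2% in NKT17. The sex of the mice is argued against in the same way, since 1 of 3 SKG libraries and 1 of 3 WT libraries had more Xist than Y-linked counts in NKT1, in NKT2 and in NKT17, and a term for Xist kept 360 of 364, 878 of 884 and 925 of 931 calls. Scaling left the counts near their size, with 423, 481 and 241 genes under RLE and 431, 478 and 232 under upper-quartile scaling. The 10 most counted genes took at most 6.05% of a library. Depth does not order the subsets as the calls do, since NKT1 had the highest mean total and the fewest calls.

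Cells of another kind were weighed next. Double-positive thymocytes carry Rag1, Rag2 and Dntt at high levels, and these summed to 1 count in the 6 libraries of NKT1, 4 in NKT2 and 0 in NKT17, which argues against such cells as the cause of the SKG effects. Cd8b1 was nevertheless at 22.5 ± 12.7 CPM in SKG NKT17 cells and 6.54 ± 5.05 CPM in WT, with no source tested. NKT1 cells among the sorted SKG cells would raise every gene high in NKT1 by a like share. The median share implied was 0.569% in NKT2 (quartiles -0.393 and 3.77, 40 of 64 genes rising and 24 falling) and 0.0865% in NKT17 (quartiles -0.0727 and 1.84, 40 of 65 rising and 23 falling), and genes that fall have no place in that explanation, so NKT1 cells are unlikely to be the whole cause. A smaller share, for some of the genes that rise, stays open.

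Strain segments carried along with the Zap70 mutation would place calls near that gene. Of the called genes with a position, 0.278% in NKT1, 0.348% in NKT2 and 0.871% in NKT17 lay within 10 Mb of Zap70, against 0.617% of those tested (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p 0.728, 0.556 and 0.556). Linked segments within 10 Mb may therefore account for few of the calls. Per the paper, offspring of a cross to BALB/cJ were bred separately by genotype, and how far linked segments reach is not known here. Segments beyond that window and elsewhere in the genome were not tested. The title tokens could mark days or litters, and with the token as a replicate block the differences numbered 513, 523 and 277 genes, of which 415, 445 and 231 were shared with the fit without it. Differences between the mice in anything the labels do not give, such as age, stay open, as does a dependence of the SKG effect on the subset, which is the biological explanation the design names.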

How the results depend on the processing

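All tests in this part were chosen before its results were seen, except for alternatives named as added, which were chosen after seeing the data. Counts of calls are compared by whether they stayed within 1.5 times the count reported.

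The counts of calls in NKT2 and in the 6 comparisons of subsets, the difference of NKT2 minus NKT1, and the 3 overlaps stayed within 1.5 times under every alternative run, those added included. Libraries left out aside, NKT2 ran from 695 genes at an adjusted p under 0.05 to 1270 with no fold-change minimum, and the comparisons of WT subsets from 2276 to 4317, 1988 to 3707 and 1687 to 3117. Within SKG they ran from 1571 to 2870, 1865 to 3611 and 1519 to 2977, in each case from a mean of at least 50 counts to no fold-change minimum. NKT2 minus NKT1 ran from 300 to 574 genes and the overlaps from 86 to 142, 90 to 154 and 278 to 407. The NK receptors and the inhibitory genes in NKT1, and the TCR list in SKG NKT2 cells, kept direction and side of 0.05 throughout, with adjusted p-values up to 8.54e-05, 0.000128 and 0.0151. Upper-quartile scaling moved the median of all genes by -0.10 between WT NKT1 and NKT2, the one such shift over 0.1 among the scalings by RLE and upper quartile.

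In NKT1 cells a fit of only the 6 libraries compared called 207 genes in place of 364, 182 of them shared. It has fewer residual degrees of freedom by construction, but it called more genes in NKT2 (1109) and NKT17 (966). The WT NKT1 libraries had the lowest correlations with each other (0.954 to 0.967, against 0.969 and up in the other groups). Whether this is the cause was not tested. DESeq2 called 473 (359 shared), and the added alternatives 429 with shrunken fold changes, 320 and 257 with only those libraries (without and with shrinkage), 393 with the Xist term and 353 without genes on X and Y. In NKT17 cells dropping the fold-change minimum gave 1398 genes, since it admits smaller changes. An adjusted p under 0.05 reduced NKT17 minus NKT1 to 278 genes and NKT17 minus NKT2 to 155, as a stricter threshold must.

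Among the set tests, those of the TCR list other than in SKG NKT2 cells changed side of 0.05 or direction in at least 1 alternative. Without the genes that the study names, the TCR list no longer passed between NKT1 and NKT2 (camera adjusted p 0.0925, range over alternatives 3.33e-05 to 0.0925) or between NKT1 and NKT17 (0.308, range 3.33e-05 to 0.308). A smaller list also gives a weaker test by construction, and the removal of as many other genes was not tested, so the part of the named genes in this is not known. In SKG against WT the direction that camera gives to the same list, lower in SKG with all its genes, reversed without passing in NKT1 (0.692, range 0.0674 to 0.692, with 38 of 75 genes still lower) and NKT17 (0.741, range 0.441 to 0.994). In NKT17 the direction given by the tool also reversed with pre-ranked enrichment (0.441), with the replicate block (0.923), without SKG NKT17 replicate 1 (0.794) and without WT NKT17 replicate 3 (0.994), none of which passed. More genes of the list were higher than lower in these fits, as with all libraries, and the median turned negative in 2 others, without WT NKT17 replicate 2 (-0.04) and without SKG NKT17 replicate 2 (-0.05), so the list has no settled direction there. Between NKT17 and NKT2 in WT it passed with pre-ranked enrichment (fgsea adjusted p 0.0356, range over alternatives 0.0356 to 0.994) and camera's direction reversed without WT NKT2 replicate 2 (0.951), where 53 of 95 genes were still higher. Both results had adjusted p-values of 0.621 to 0.994 across the 6 fits that each left out one library. The cause was not tested.

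The distance of WT from SKG in principal components fell in NKT2 to 4.70 with unscaled genes and 3.18 with the 500 most variable genes, and in NKT17 to 3.73 with the latter. Leaving out one library gave 4.90 to 6.50 in NKT2 and 3.28 to 5.89 in NKT17, and the cause was not tested. In NKT1, where it ran from 1.43 to 1.61 over the other choices and from 1.46 to 1.99 without one library, it stayed the smallest of the 3.

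Without one library, the calls of SKG against WT ran from 249 to 400 genes in NKT1, 706 to 822 in NKT2 and 652 to 918 in NKT17, and NKT2 minus NKT1 from 326 to 572. NKT17 minus NKT1 ran from 296 genes, without SKG NKT17 replicate 3, to 537, and NKT17 minus NKT2 from 157, without SKG NKT17 replicate 1, to 256. Fewer libraries lower power by construction, but leaving out other libraries raised the counts of NKT1 and of the 3 differences, and the cause was not tested.

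Of 143 results for named genes, 110 kept direction and side of the thresholds under every alternative run for single genes, which leaves out the changed thresholds, 12 were weaker in at least 1, 14 stronger and 7 reversed. DESeq2 kept 139, with 3 stronger and 1 weaker, and the replicate block 134, with 7 stronger and 2 weaker. Each reversal came from leaving out one library, in genes not called with all libraries, and the cause was not tested. Over the 6 fits without one library, log2 fold changes of SKG against WT in NKT2 ran from -1.37 to 0.10 for Lat2 (the latter without SKG NKT2 replicate 2) and from -0.51 to 0.14 for Tnfaip3 (0.04 without WT NKT2 replicate 1, 0.02 without SKG NKT2 replicate 2, 0.14 without WT NKT2 replicate 3). In NKT17 they ran from -0.39 (without SKG NKT17 replicate 2) to 1.22 for Lat2, from -0.93 to 0.20 (without WT NKT17 replicate 3) for Tnfaip3, and from -0.032 (without SKG NKT17 replicate 3, and -0.0035 without WT NKT17 replicate 2) to 0.15 for Socs3 (0.20 with the replicate block). Between NKT17 and NKT2 in WT they ran from -0.085 (without WT NKT2 replicate 3, and -0.084 without WT NKT17 replicate 3) to 0.18 for Cblb and from -0.19 (without WT NKT17 replicate 3) to 0.45 for Egr1. Depth limits these results where a gene was at the floor of 3 counts in a group, since its fold is then only a lower bound.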

Other observations

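The tests of neighbouring genes and of shifts between profiles were chosen only after the results they address were seen, and the splits before.

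Other splits of the libraries were counted for each comparison of 2 groups. For SKG against WT, 1 of the 10 splits of the 6 libraries, the real one, gave as many genes as the 364 in NKT1, 1 of the 10 splits as many as the 884 in NKT2 and 1 of the 10 splits as many as the 931 in NKT17, and no other split gave more than 2 genes. For subsets, 1 of the 10 splits gave as many as the real one for each of NKT1 against NKT2, NKT1 against NKT17 and NKT17 against NKT2, in WT and in SKG. The largest other count was 405 genes for NKT1 against NKT2 in WT, and at most 1 gene in the other 5. With 10 splits the share is never under 0.1, so the share decides nothing here, whatever the sizes of the counts.

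The count here was 364 genes in NKT1. That is higher than the value quoted from the study above. The count of genes lower in SKG was 202, also higher than the value quoted from the study above. The study used DESeq2, while the 364 come from edgeR. The DESeq2 counts given above, with all libraries and with only the 6 compared, were also higher than the study's. No alternative run here gave as few genes as the study counts, the nearest being the fit of only the 6 libraries compared (207), and the reason was not tested.

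Called in all 3 subsets were 62 genes, where 2.42 would be expected by chance if the calls were independent between subsets, which libraries from the same mice would not be, and 56 of them changed in the same direction. The list was drawn up after the calls were seen. Neighbouring genes that share reads or a strain segment might fill such a list. Of the 55 with a position, 10.9% had another of them within 200 kb, in 3 pairs against a mean of 0.823 pairs in 10000 random draws of tested genes (one-sided p 0.0517). This argues against neighbours as the cause of most of the list and leaves them open for those 3 pairs. Strain differences spread over the genome were not tested, and an effect of the mutation common to the subsets stays open.

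A hypothesis formed from the data was that SKG cells of one subset shift toward the profile of another. The SKG effect was correlated across genes with the WT difference between subsets, in 3 fits that share no library between the 2 sides, and set against the same correlation with WT libraries alone. For SKG NKT2 cells the mean r was 0.282 toward the NKT1 profile (0.248 to 0.325, WT alone -0.0901 to 0.126) and 0.210 toward the NKT17 profile (0.165 to 0.254, WT alone up to 0.147). For SKG NKT17 cells it was 0.182 toward NKT1 (0.15004 to 0.205, WT alone up to 0.0594) and -0.0490 toward NKT2 (-0.0950 to -0.00226, WT alone -0.0572 to 0.0572). For SKG NKT1 cells it was 0.0630 toward NKT2 (-0.0414 to 0.182, WT alone up to 0.0989) and 0.0805 toward NKT17 (0.0205 to 0.153, WT alone up to 0.0585), and a shift cannot be told apart from none, because the 3 fits lie on both sides of the upper end of WT alone. The correlations thus leave a partial shift open for SKG NKT2 cells toward NKT1 and NKT17, and for SKG NKT17 cells toward NKT1. The NKT1 markers went the other way in SKG NKT2 cells, with all 6 lower and 2 of them called. Of the 14 NK receptors, 10 were lower (7 called) and 2 higher (1 called) there. A shift toward NKT1 in those cells would thus not take in the NKT1 markers. Toward NKT2 the r of SKG NKT17 cells was negative in all 3 fits, the lowest of them under the range of WT alone, so no shift was seen there. The ranges of WT alone are a rough guide. Of their 3 values, 2 compare the same libraries in opposite order and differ only in sign. They also rest on differences of single libraries, where the SKG side is a mean of 3. Genes are not independent, and libraries with one token may come from the same mouse. A share of NKT1 cells among the sorted cells could also add to such correlations. The genes high in NKT1 that fell in SKG, 24 of 64 in NKT2 and 23 of 65 in NKT17, argue against that share as the whole cause.

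WT and SKG replicate 1 of NKT1, NKT2 and NKT17 do not carry the same title token. The WT libraries with more Xist than Y-linked counts were replicate 1 of each subset (194, 385 and 241 CPM) and the SKG libraries replicate 2 (284, 333 and 299.9 CPM). WT replicate 3 and SKG replicate 2 carry the same token, yet WT replicate 3 had at most 1 count of Xist, so these libraries differ in such reads. WT replicate 2 and SKG replicate 1 also carry the same token, and both had more Y-linked than Xist counts in each subset.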
